A study of Mus musculus with 2 samples. Its data were reported in "RUNX1/SLAMF3 Axis Drives Immunosuppression to Contribute to Colorectal Cancer Liver Metastasis by Blocking Phagocytosis and Depleting C1QC+ Tumor‐Associated Macrophages" (2025).

How the data were processed

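CD45+ cells from liver metastases were profiled with droplet-based 3' single-cell RNA sequencing in 2 libraries, Ctrl and KD, 1 per group, and each library pooled the lesions of 3 mice. Groups followed the hairpin given in the sample labels. The deposited values are UMI counts per gene and cell barcode, which the authors made with Cell Ranger and did not normalize. Every deposited barcode holds at least 500 UMIs. The genome build and annotation version are not stated, so genes are named by the symbols and identifiers of the 56941 features in the files, and no coordinates are given.

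Cells with at least 200 genes, at most 10% mitochondrial UMIs, at most 30000 UMIs and at most 6000 genes were kept, which left 19999 of 21359 cells. These limits were the study's only treatment of doublets. As an alternative, the cells of highest Scrublet score (scanpy 1.11.5) in each library were also left out, at 0.8% per 1000 cells, which marked 868 Ctrl and 958 KD cells. The automatic threshold of Scrublet marked 3.19% and 4.28%. Counts were log-normalized in Seurat 5.3.0 (R 4.3.3), and 2000 variable genes, 20 principal components and resolution 0.5 were used without integration. Macrophages and T cells were then re-clustered in the same way. The genes to be compared (C1qa, C1qb, C1qc, the signature genes and all Ccl and Cxcl genes in macrophages, and 6 exhaustion genes in T cells) were left out of the variable genes in that step. The clusters depend on the kernel of the numerical library, so OpenBLAS was fixed to its Haswell kernel, after it had been seen that the sub-clusters changed without this. Before that step, the stricter cell filter had given a C1qc+ TAM share with the opposite direction.

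Clusters were named from marker lists fixed before the data were examined. A marker counted when its log2 fold over the other cells was at least 1 (0.5 within macrophages and T cells), with 0.1 counts per 10000 added, in at least 10% of cells. A name needed 3 markers and no more genes of another class than of its own among the 10 leading genes. A cluster whose cells had a median under 33.3% of their library's median UMI count, and no marker of its name among the leading genes, stayed unnamed. Several of these rules were set after the clusters had been seen. The limit of 0.5 within lineages replaced 1, because at 1 no T cell sub-cluster could be named exhausted-like. The count of genes from other classes was added for sub-clusters, and genes on the lineage's own lists were then exempted from it, because genes shared by T and NK cells, such as Prf1, had counted against exhausted-like clusters. The low-UMI rule was read per cell against its own library, and CD8+ names were given only where Cd8a and Cd8b1 together exceeded Cd4. Each of these choices except the reading of the low-UMI rule was undone in turn as an alternative, and that rule was left out as another. Where names differ from those of the study, the rebuilt names may be the reason.

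Cells are not replicates, so with 1 library per group there was no test and no p-value. Shares of cells have exact Clopper-Pearson 95% intervals, and limits for their differences were combined from these. UMI counts were summed per class, with exact Poisson intervals, and log2 ratios of CPM have exact conditional binomial intervals. All of these cover counting error only. For a count of 0, 3 counts were taken as the upper limit. Module scores were computed with AddModuleScore in Seurat (24 bins, 100 control genes per gene), on the gene signatures listed by the study. They have no true zero, so differences and SDs are given. A gene list was described by the percentile of its median log2 ratio (0.5 CPM added) among 10000 random lists matched in 20 bins of mean expression. The text names a list of genes fixed in advance (Ly9, the signature genes, complement C1q genes, chemokines with at least 200 UMIs in macrophages, chemokine receptors, exhaustion genes, ligands and sex genes). It also names the 5 highest and 5 lowest log2 ratios in macrophages, granulocytes and CD8+ T cells among genes with at least 200 UMIs and at least 0.2 times the CPM of the class where they were highest, without mitochondrial, ribosomal, receptor segment, sex and unnamed genes. Genes outside this rule, such as those that lead a cluster, were chosen after their values were seen.

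For shares of cells with a UMI, cells were thinned to 1500 UMIs, which left out 745 of the Ctrl and 593 of the KD cells. The ratio and list methods were tested on simulated data for the comparison of macrophages. Over 10027 genes with at least 200 UMIs, of which 200 were changed, all changed genes came out in the right direction, and 95.2% of intervals held the true value. Of 200 lists drawn at random from all these genes, 96.5% lay in the central part of the percentiles. Counts were drawn as Poisson counts around a shared profile, without variation between cells, mice or libraries. The test thus checks the computation only, and not how libraries of the same group would differ.

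The alternatives were a stricter cell filter (at least 500 genes and at most 5% mitochondrial), removal of likely doublets, resolution 1.0, RPCA integration, classes from single cells without clusters, other denominators, compared genes kept among the variable genes, edgeR 4.0.16 TMM scaling, equal weight per cell, thinning, plain means in place of module scores, scores averaged over sub-clusters, and signatures without each gene in turn. Alternatives added after the data were seen were the naming rules above, unnamed clusters given to their best class or to the main class of most of their cells, macrophages without sub-clusters with over 90% of their cells from 1 library, CD8+ T cells as a denominator, the OpenBLAS Nehalem kernel, C1qc+ TAM sub-clusters taken by their best class or without those mostly of 1 library, and all alternatives for the granulocyte cluster with Ngp. Lists for large peritoneal macrophages and patrolling monocytes, 8 genes each, served to test explanations. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Cell communication, pseudotime and gene ontology enrichment were not analysed here.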

Results

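Single-cell RNA sequencing was performed on CD45+ cells isolated from mouse liver metastases of MC38-LM3b, a derivative of the MC38 colorectal cancer cell line with a high capacity to metastasize to the liver. The injected tumor cells carried a scrambled short hairpin RNA (Ctrl) or one against SLAMF3, a receptor of the SLAM family encoded by Ly9 (KD). Each group had 1 library, made from the pooled lesions of 3 mice, so there was no replicate error, no test was made, and every interval below is a 95% interval for counting error only. The Ctrl library held 10416 cells and 67207234 UMIs (unique molecular identifiers, which count RNA molecules). The KD library held 10943 cells and 64444715 UMIs. After filtering, 9814 Ctrl cells with a median of 5412 UMIs and 10185 KD cells with a median of 4989 UMIs remained.

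Ly9 (ENSMUSG00000004707) was examined first, as the target of the knockdown. Over all filtered cells, Ctrl had 1349 Ly9 UMIs (1278 to 1423), or 21.0 CPM (UMIs scaled to the same total per class), and KD had 1157 (1091 to 1226), or 18.8 CPM. The log2 ratio of KD over Ctrl was -0.16 (-0.28 to -0.05). Thinning each cell to 1500 UMIs moved this ratio most, to -0.29. The ratio was -0.16 in macrophages (-0.34 to 0.02) and 0.29 in T cells (0.09 to 0.49). These cells belonged to the host and did not carry the hairpin. The cluster with keratin and collagen genes, which holds tumor-like or fibroblast-like cells, had 12 Ly9 UMIs in Ctrl and 7 in KD, and the log2 ratio of -0.14 (-1.73 to 1.32) left no difference detectable at this depth. The knockdown could therefore not be checked in these libraries.

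To describe the immune microenvironment, unsupervised clustering identified 18 clusters, and 9503 Ctrl and 9444 KD cells lay outside the clusters named non-immune. Macrophages, monocytes included, made up 43.1% of immune cells in Ctrl (42.1% to 44.1%) and 31.8% in KD (30.8% to 32.7%), a difference of -11.3 percentage points (-12.7 to -9.97). Clustering at resolution 1.0 moved this difference most, to -4.37 points, with a cluster of 1016 Ctrl and 353 KD cells left unnamed, and it was -11.8 points with unnamed clusters given to their best class. T cells made up 33.8% in Ctrl (32.9% to 34.8%) and 17.1% in KD (16.4% to 17.9%), a difference of -16.7 points (-17.9 to -15.5). Granulocytes made up 8.22% in Ctrl (7.67% to 8.79%) and 23.5% in KD (22.7% to 24.4%), a difference of 15.3 points (14.3 to 16.3). As shares of one whole, these values depend on each other. Among immune cells other than granulocytes, the macrophage difference was -5.43 points. The macrophage class includes a cluster led by Cadm1 and Slc8a1, with a median of 2641.5 UMIs, of 943 Ctrl and 351 KD cells. RPCA integration left a like cluster unnamed, and the macrophage difference was then -6.07 points. Part of the lower macrophage share may thus rest on low-UMI cells, which may be damaged. A cluster led by cell cycle genes held 29.3% of the T cells in Ctrl and 26.2% in KD, and a macrophage cluster led by such genes held 9.59% and 2.93% of macrophages.

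B cells made up 2.91% of immune cells in Ctrl (2.59% to 3.27%) and 9.43% in KD (8.85% to 10.04%). The share of cDCs was 3.99% in Ctrl (3.60% to 4.40%) and 6.13% in KD (5.66% to 6.63%). The share of pDCs was 0.863% in Ctrl and 0.773% in KD, a difference within the counting interval. Kupffer cells made up 0.505% in Ctrl (0.373% to 0.669%) and 0.879% in KD (0.701% to 1.09%). The cluster with NK cell markers was not compared, because at resolution 1.0 a T cell cluster led by Lef1 and Tcf7 took 58.9% of its Ctrl cells and 70.1% of its KD cells. These Lef1 and Tcf7 cells are thus missing from the T cell share above. At resolution 1.0 the T cell difference was -12.1 points, or -14.0 with unnamed clusters given to their best class. In the main clustering, clusters left unnamed held 1.98% of immune cells in Ctrl and 2.59% in KD.

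**Figure D1:**
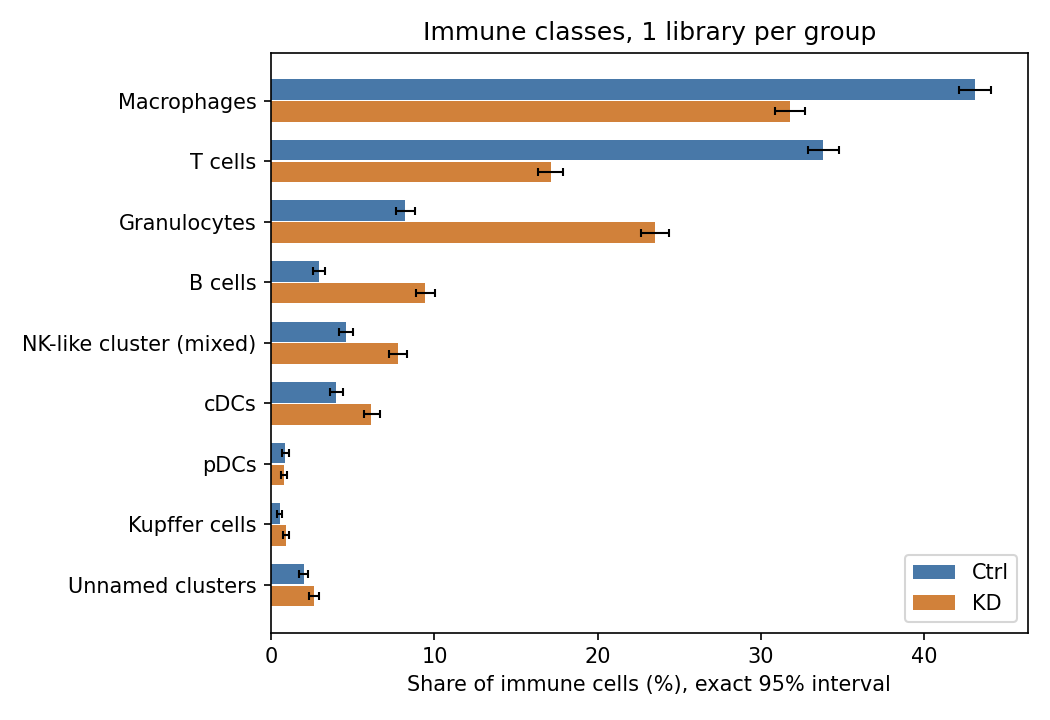
Share of immune cells (%, horizontal axis) in each named class, for the Ctrl and KD libraries; bars give the share and lines its exact 95% interval for counting error. Granulocytes made up 8.22% in Ctrl and 23.5% in KD, and T cells 33.8% and 17.1%.

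Next, the polarization and phagocytosis of macrophages were compared with module scores, in which a value is the mean of the signature genes relative to control genes of like expression. The M1-like score over 6 genes had a mean of -0.0862 (SD 0.295) over 4099 Ctrl cells and -0.0351 (SD 0.312) over 3002 KD cells, a difference of 0.0511. Plain means of the genes moved this difference most, to 0.0891, and it was lowest without Saa3, at 0.0259. The score was higher in KD in 5 of the 5 sub-clusters with at least 50 cells per library. The M2-like score over 8 genes had a mean of 0.0230 (SD 0.208) in Ctrl and -0.00992 (SD 0.191) in KD, a difference of -0.0329, and it was higher in KD in 2 and lower in 3 of these 5 sub-clusters. The phagocytosis score over 4 genes had a mean of 0.288 (SD 0.523) in Ctrl and 0.397 (SD 0.597) in KD, a difference of 0.109. The phagocytosis score was higher in KD in 4 and lower in 1 of the 5 sub-clusters, with differences from -0.000959 in Vcan+ monocyte-like cells to 0.201 in C1qc+ TAM-like cells (TAM, tumor-associated macrophage). All these differences were smaller than the SD between cells.

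As gene lists, the M1-like genes had a median log2 ratio of 0.27 in macrophages, at percentile 98.5 among 10000 random lists matched on mean expression. The M2-like genes had a median of -0.25 at percentile 3.13, from the 7 of 8 genes with at least 10 UMIs. The phagocytosis genes had a median of 0.98 at percentile 99.98. These percentiles describe these 2 libraries. Mrc1 (ENSMUSG00000026712) and Mertk (ENSMUSG00000014361) had log2 ratios of 1.45 (1.36 to 1.53) and 0.53 (0.46 to 0.60), whereas C1qb (ENSMUSG00000036905) had -0.14 (-0.16 to -0.13). Cd163 (ENSMUSG00000008845), which is both an M2-like and a phagocytosis gene, had 2 UMIs in Ctrl macrophages and 81 in KD macrophages, with a log2 ratio of 5.49 (3.59 to 8.56). Cd86 (ENSMUSG00000022901) had a log2 ratio of 0.10 (0.06 to 0.14).

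Macrophages were re-clustered into 11 sub-clusters to compare C1qc+ TAMs. The C1qc+ TAM-like sub-cluster held 24.7% of macrophages in Ctrl (23.4% to 26.1%) and 35.8% in KD (34.1% to 37.6%), a difference of 11.1 points (8.92 to 13.29). The direction of this difference depended on the processing, which also changed the cells that took the name. It was -6.17 points after RPCA integration of the libraries, where 47.6% of these cells kept the name. It was -11.3 points with a stricter cell filter under another numerical kernel, where 18.9% of them did. The difference was 34.8 points without likely doublets and 33.2 with the compared genes kept among the variable genes. There the name also covered a sub-cluster almost only from KD, and without it the values were 23.1 and 22.0. No sub-cluster took the name at resolution 1.0 or with the stricter filter under the Haswell kernel. After thinning to 1500 UMIs, which left out 291 Ctrl and 115 KD macrophages, 59.8% of Ctrl (58.2% to 61.3%) and 57.9% of KD macrophages (56.1% to 59.7%) had a C1qc UMI. Without thinning the shares were 67.5% and 68.3%, at median depths of 5580 and 7427 UMIs. In T cells, which should lack the gene, the thinned shares were 4.58% in Ctrl and 3.06% in KD, and the unthinned ones 13.8% and 9.96%, at median depths of 6602 and 5570 UMIs. C1qc (ENSMUSG00000036896) itself had 1958 CPM in Ctrl macrophages, from 51317 UMIs (50874 to 51763), and 1560 CPM in KD, from 36831 UMIs (36456 to 37209), a log2 ratio of -0.33 (-0.35 to -0.31).

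Among the other macrophage sub-clusters, that named Spp1+ or Slc8a1+, which had few UMIs per cell and was led by AY036118, held 21.5% in Ctrl and 11.2% in KD. No marker of that name was among its leading genes, so the name does not show that Spp1 itself was high there. The Vcan+ monocyte-like sub-cluster held 10.3% and 14.8%, and the cycling one, led by Top2a and histone genes, held 11.8% and 4.50%. The Cxcl2+ inflammatory TAM-like name covered 29.5% in Ctrl and 28.2% in KD, from 2 sub-clusters. One of them held 29.1% and 10.7%. The other, led by Ltc4s, held 0.342% and 17.5%, so that 97.4% of its cells came from KD, and a sub-cluster of this kind can be a trait of that library. The 4 unnamed sub-clusters, 3 of them led by genes of T cells, granulocytes or B cells, held 1.42% in Ctrl and 4.90% in KD. With the stricter filter, the sub-cluster led by Ltc4s held 13 Ctrl and 517 KD cells, and at resolution 1.0 it held 5 and 350. After RPCA integration it held 107 and 353, so its near absence from Ctrl depended on the processing.

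The chemokine genes of macrophages were compared because the study followed the CCL network. Ccl6 (ENSMUSG00000018927) had 525 CPM in Ctrl, from 13758 UMIs (13529 to 13990), and 1514 CPM in KD, from 35739 UMIs (35369 to 36112), a log2 ratio of 1.53 (1.4996 to 1.5565). Without the sub-clusters that had over 90% of their cells from 1 library, the ratio was 0.93 (0.90 to 0.96). Within the 5 sub-clusters with at least 50 cells per library, it ran from 0.21 (0.14 to 0.29) to 1.68 (1.58 to 1.77). After thinning, 35.2% of Ctrl (33.6% to 36.7%) and 58.7% of KD macrophages (56.9% to 60.5%) had a Ccl6 UMI, against 1.58% and 3.89% of T cells, and without thinning these shares were 61.6%, 84.2%, 6.25% and 12.3%. The rise was not limited to macrophages, as granulocytes had a log2 ratio of 1.21 (1.10 to 1.32) and Kupffer cells one of 1.60 (1.38 to 1.81). T cells, which serve as background, had 11.8 CPM in Ctrl and 33.7 CPM in KD. Of 11 Ccl genes with at least 200 UMIs, 4 were higher and 5 lower in KD by more than their counting intervals, or 5 higher and 4 lower with TMM scaling. Of 8 such Cxcl genes, 3 were higher and 4 lower with either scaling. Ccl24 had the highest log2 ratio, 3.35 (3.1953 to 3.5018), and Ccl8 the lowest, -1.75 (-1.83 to -1.67). Cxcl9 and Cxcl10 had log2 ratios of -1.33 (-1.36 to -1.30) and -1.38 (-1.41 to -1.35). All Ccl genes as a list had a median log2 ratio of 0.02 at percentile 68.0, from the 15 of 27 genes with at least 10 UMIs. All Cxcl genes had one of -0.17 at percentile 9.29, from 10 of 13.

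**Figure D2:**
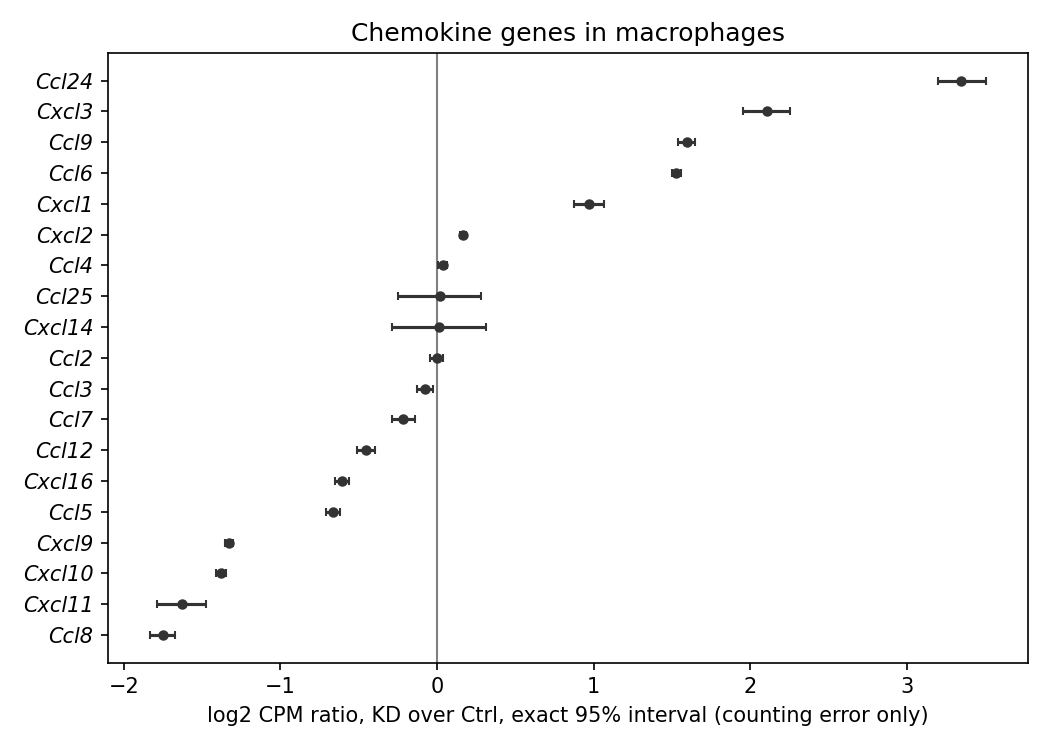
Log2 ratio of CPM, KD over Ctrl (horizontal axis), of each Ccl and Cxcl gene with at least 200 UMIs in macrophages; points give the ratio of the 2 libraries and lines the exact 95% interval for counting error. The ratios ran from -1.75 for Ccl8 to 3.35 for Ccl24, with Ccl6 at 1.53.

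For receptors, Ccr2 had a log2 ratio of 1.06 in CD8+ T cells (0.91 to 1.20), and Cxcr3 one of 1.20 (0.9015 to 1.5012). Ccr2 was a leading gene of the CD8+ effector-like sub-cluster described below, which held 20.4% of CD8+ T cells in Ctrl and 32.7% in KD. The Ccr2 ratio may thus in part reflect the makeup of these cells. Of the ligands whose pathways the study compared between groups, Spp1 and Csf1 were higher in KD macrophages, with log2 ratios of 0.58 (0.52 to 0.65) and 0.86 (0.56 to 1.17). Plau, Nampt, Osm, Nrg1 and Il1b were lower, with log2 ratios of -0.57, -0.95, -0.23, -0.25 and -0.37. Kitl and Il1a did not differ by more than counting error. Cd40 was lower in KD macrophages, at -0.96 (-1.07 to -0.86), and Cd40lg was higher in KD T cells, at 2.61 (2.29 to 2.92), where CD4+ T cells made up a larger share. Cell communication itself was not analysed here.

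T cells were re-clustered into 11 sub-clusters, to compare the exhausted CD8+ T cells. CD8+ T cells made up 76.6% of T cells in Ctrl (75.1% to 78.0%) and 57.7% in KD (55.2% to 60.1%), a difference of -18.9 points (-21.7 to -16.0). The names behind this value rest on a marker threshold that was set after the clusters were seen. With the higher threshold, a log2 fold of 1, the difference was -0.51 points (-3.42 to 2.42), because clusters lost their names. Without clusters, T cells with a Cd8a or Cd8b1 UMI and no Cd4 UMI gave a difference of -23.7 points. The sub-cluster named naive, with 2.89% of T cells in Ctrl and 2.97% in KD, was not counted as CD8+. It nevertheless had more Cd8a and Cd8b1 than Cd4. The CD8+ exhausted-like share of T cells was 25.6% in Ctrl (24.1% to 27.2%) and 11.3% in KD (9.76% to 12.90%), a difference of -14.4 points (-16.5 to -12.2). No sub-cluster took this name with the higher threshold. Among CD8+ T cells alone, the share was 33.5% in Ctrl (31.6% to 35.4%) and 19.5% in KD (17.0% to 22.2%).

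The Treg share of T cells was 2.36% in Ctrl (1.87% to 2.95%) and 7.85% in KD (6.59% to 9.27%), a difference of 5.49 points (4.10 to 6.99). After thinning, which left out 180 Ctrl and 50 KD T cells, 0.396% of Ctrl and 2.04% of KD T cells had a Foxp3 UMI, against 0 of 3808 and 0 of 2887 macrophages. Without thinning, these shares were 1.34% and 4.08% of T cells and 0.0488% and 0.167% of macrophages. CD4+ T cells made up 4.36% in Ctrl and 21.8% in KD, CD8+ effector-like cells 15.6% and 18.9%, and CD8+ cycling-like cells, led by cell cycle genes, 35.3% and 27.6%. The unnamed T cell sub-clusters held 13.2% in Ctrl and 9.03% in KD.

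**Figure D3:**
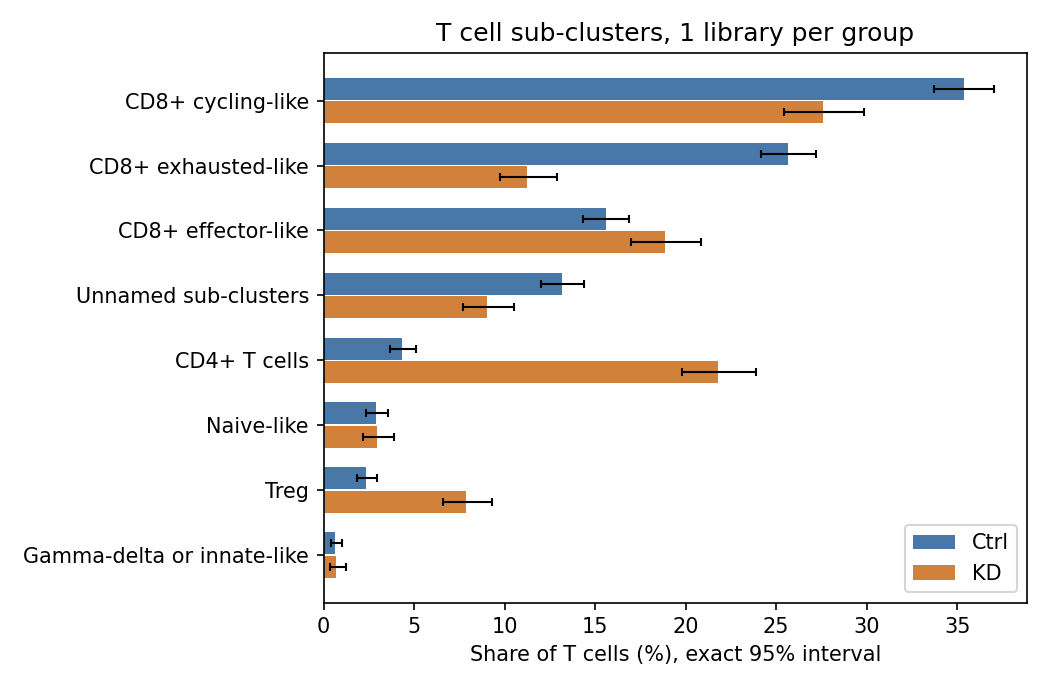
Share of T cells (%, horizontal axis) in each named kind of sub-cluster, for the Ctrl and KD libraries; bars give the share and lines its exact 95% interval for counting error. The CD8+ exhausted-like share was 25.6% in Ctrl and 11.3% in KD, and the CD4+ share 4.36% and 21.8%.

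In CD8+ T cells, Pdcd1 (ENSMUSG00000026285) had 262 CPM in Ctrl, from 5598 UMIs (5452 to 5747), and 233 CPM in KD, from 1712 UMIs (1632 to 1795), a log2 ratio of -0.17 (-0.25 to -0.09). Havcr2 (ENSMUSG00000020399) had 224 CPM in Ctrl, from 4785 UMIs (4650 to 4923), and 212 CPM in KD, from 1554 UMIs (1478 to 1633), a log2 ratio of -0.08 (-0.17 to -0.00178). The interval for Havcr2 held 0 with the stricter filter, under the other numerical kernel and in T cells picked by Cd8a, Cd8b1 and Cd4 UMIs. Within the CD8+ exhausted-like cells, the ratio was -0.04 for Pdcd1 (-0.20 to 0.12) and 0.12 for Havcr2 (-0.03 to 0.27), and neither differed from 0 by more than counting error. In all CD8+ T cells, Lag3 and Tigit did not differ by more than counting error, Tox had a log2 ratio of -0.06 (-0.10 to -0.02), and Ctla4 had one of 0.42 (0.35 to 0.49).

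By the rule fixed for naming genes, the 5 highest log2 ratios in macrophages belonged to Elane (4.06), Ltc4s (3.24), Ctsg (3.57), Chil3 (2.84) and Pf4 (2.61), some of which lead sub-clusters, and the 5 lowest to Chrm3 (-3.17), Clic5 (-3.01), Nos2 (-2.68), Upp1 (-2.43) and Slc4a11 (-2.63). Elane and Ctsg, with granulocyte genes such as Camp, led an unnamed macrophage sub-cluster of 2 Ctrl and 23 KD cells at resolution 1.0. How much of the Elane and Ctsg ratios those cells carry was not examined. In granulocytes, the highest belonged to Stfa3 (3.62), Stfa2 (3.09), Stfa1 (2.93), Prnp (2.67) and Cstdc5 (2.55), and the lowest to Cxcl10 (-4.14), Gbp4 (-4.10), Irgm1 (-3.15), Tagap (-3.09) and F3 (-3.01). Granulocyte clusters at resolution 1.0 included one with Hcar2 and F3 among its leading genes, of 531 Ctrl and 296 KD cells. Another, led by Stfa2l1 and Asprv1, held 204 and 1340. Part of the granulocyte ratios may thus reflect makeup, which was not examined. In CD8+ T cells, Gzma rose most, with 6844 UMIs in Ctrl and 17460 in KD (log2 ratio 2.89, 2.85 to 2.93), followed by Rasgrp2 (1.40), Rab37 (1.36), Itgb7 (1.25) and Rom1 (1.27). Gzma was a leading gene of the CD8+ effector-like sub-cluster, whose larger share of CD8+ T cells in KD may carry part of its ratio. The lowest were Gzmg (-6.55, from 273 UMIs in Ctrl and 1 in KD, -11.86 to -4.06), Gzmc (-4.51), Gzme (-4.29), Gzmd (-3.01) and Serpinb9b (-1.64). At resolution 1.0, these 5 genes were among those that led an unnamed T cell sub-cluster of 62 Ctrl cells and 1 KD cell. Such a group can be a trait of 1 library, and how much of these low ratios it carries was not examined. Genes were ranked with 0.5 CPM added on both sides, whereas the ratios are given without it. The Stfa genes and the granzymes Gzmc, Gzmd, Gzme and Gzmg belong to families of near-identical genes, so the split of reads between their members is uncertain.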

Values the study reported

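The study kept 19 996 of 21 359 cells after quality control and sorted them into 19 clusters. It divided the tumor-associated macrophages into 10 subclusters and the T cells into 7.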

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

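The tests of the cell filters and of the ratios to Kupffer cells and to tumor-like or fibroblast-like cells were chosen only after the results they measure had been seen.

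Endothelial-like cells appeared in a selection for CD45+ cells. The main shares of immune cells leave them out, and they count only where values are taken over all filtered cells. They made up 1.53% of filtered cells in Ctrl (1.30% to 1.79%) and 6.33% in KD (5.87% to 6.82%). The libraries had no replicates, so this difference has no replicate check. The cell filters did not account for it, since with the stricter filter the share was 1.46% in Ctrl and 5.90% in KD. Free RNA did not account for it either, as Stab2, an endothelial gene, had 3.31 CPM in KD T cells against 2848 CPM in KD endothelial-like cells. More liver tissue around the metastases in the KD pool, with a fixed makeup, would have raised endothelial-like and Kupffer cells alike. The odds ratio between them was 2.48 (1.63 to 3.76), KD over Ctrl, which argues against that as the whole cause. A less strict CD45 selection in KD, with a fixed makeup of the other cells, would have raised all non-immune cells alike. The tumor-like or fibroblast-like cells went from 1.64% to 0.943%, and the odds ratio of endothelial-like to these cells was 7.19 (5.23 to 9.94), which argues against that as the whole cause. A larger amount of liver tissue of another makeup, a CD45 selection that differed for endothelial cells and an effect of SLAMF3 knockdown stay open, and were not tested.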

How the results depend on the processing

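Of 184 values under alternatives, 117 stayed within the interval of the main value (for scores, which have no interval, within 1.5 times of it with the same sign), 61 moved beyond that with the same sign and 6 changed sign. Of the 117, 17 equal the main value because the alternative changed none of the cells counted, so they say nothing on stability. Among the 6, the C1qc+ TAM values of -6.17 and -11.3 each appear again with unnamed sub-clusters given to their best class. Some of the 61 also repeat each other, such as -6.07 for macrophages with RPCA integration. The alternatives chosen after the data were seen were the Nehalem kernel, the naming rules, the best class or main class for unnamed clusters and sub-clusters, all those for the Ngp cluster, the denominator of CD8+ T cells and the removal of sub-clusters mostly of 1 library. Shares below are differences in percentage points and gene values log2 ratios, KD minus or over Ctrl. The cause of each change was not tested, except where the alternative itself sets it. No paired analysis was possible because each group has 1 library.

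The macrophage, T cell and granulocyte shares kept their direction in all alternatives run, from -12.3 to -4.37, from -16.9 to -12.1 and from 13.9 to 16.8. The stricter cell filter gave -9.74 for macrophages, and removal of likely doublets gave -14.1 for T cells and 16.5 for granulocytes. The -14.1 does not count an unnamed low-UMI cluster of 286 Ctrl and 78 KD cells whose best class was T cells. Resolution 1.0 gave -4.37 for macrophages and -12.1 for T cells, and with unnamed clusters given to their best class -11.8 for macrophages, within the interval of the main value, -14.0 for T cells and 16.5 for granulocytes. The -4.37 thus came from a cluster left unnamed. RPCA integration gave -6.07 for macrophages and -14.3 for T cells. With unnamed clusters given to their best class these were -6.07 and -16.2, as an unnamed cluster led by Cadm1 and Slc8a1 (844 Ctrl and 367 KD cells) went to pDCs on 2 markers. With unnamed clusters given to the main class of most of their cells, which by construction brings values closer to the main ones, macrophages had -11.1 and T cells -16.2. At resolution 1.0 that gave -11.3 and -14.0. Classes from single cells gave -14.0 for T cells and 16.8 for granulocytes. Over all filtered cells, granulocytes had 13.9. Without granulocytes in the denominator, macrophages had -5.43 and T cells -14.5.

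The C1qc+ TAM share is the result that depended most on processing. From 11.1, it changed sign to -6.17 with RPCA integration, to -11.3 with the stricter filter under the Nehalem kernel (both also with unnamed sub-clusters given to their best class), and to -1.89 (-4.29 to 0.512) as the share with a C1qc UMI after thinning. It rose to 34.8 without likely doublets and 33.2 with the compared genes kept. There the name also covered a sub-cluster led by Ltc4s and almost only from KD, and without it the values were 23.1 and 22.0. No sub-cluster took the name with the stricter filter under the Haswell kernel or at resolution 1.0, and with unnamed sub-clusters given to their best class these gave 16.4 and 12.9. The name did not follow the same cells. Of the main C1qc+ TAM-like cells, 47.6% had it with RPCA integration and 18.9% with the stricter filter under the Nehalem kernel. In the latter, 58.0% of them lay in an unnamed sub-cluster led by Mmp12, with a difference of 15.6, so the value of -11.3 is mostly about other cells. With RPCA integration, 45.5% lay in a sub-cluster with the Spp1 or Slc8a1 name, with a difference of -1.73. The direction is not settled by these data.

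The CD8+ share of T cells stayed negative, but fell to -0.51 with markers counted from a log2 fold of 1, where clusters lost their names. The CD8+ share difference was -23.0 with the stricter filter, -22.6 with that filter under the Nehalem kernel, -24.5 without likely doublets, -29.8 at resolution 1.0, -23.9 with RPCA integration, -23.7 from Cd8a, Cd8b1 and Cd4 UMIs and -24.4 with low-UMI sub-clusters named. Sub-clusters named naive do not count as CD8+. At resolution 1.0 these held 92 Ctrl and 246 KD cells in one and 94 and 47 in another. Both had more Cd8a and Cd8b1 than Cd4, so the -29.8 is in part a matter of names. The CD8+ exhausted-like share stayed between -19.9 and -13.7, with -17.2 without likely doublets and -19.9 with low-UMI sub-clusters named, and had no value at a log2 fold of 1. The Treg share stayed positive, with 3.64 at resolution 1.0 and 1.65 as the share with a Foxp3 UMI after thinning.

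Ly9 moved to -0.29 with thinning. C1qc stayed negative, at -0.36 with the stricter filter, -0.49 at resolution 1.0, -0.37 with RPCA integration, -0.28 with TMM scaling, -0.18 with equal weight per cell, -0.20 with thinning and -0.20 without sub-clusters mostly of 1 library. Ccl6 stayed positive, at 1.497, 1.67, 1.46, 1.57, 1.68, 1.67 and 0.93 in the same order. Pdcd1 moved to -0.28 with thinning and to -0.0388 in CD8+ exhausted-like cells. Havcr2 changed sign only in CD8+ exhausted-like cells, to 0.12 (-0.03 to 0.27), but its interval also held 0 with the stricter filter (-0.15 to 0.01), under the Nehalem kernel (-0.15 to 0.01) and in T cells picked by Cd8a, Cd8b1 and Cd4 UMIs (-0.15 to 0.01).

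The Ngp cluster share of granulocytes stayed higher in KD, but its size depended on the clustering. From 20.6, it moved to 4.75 with the stricter filter, 23.8 without likely doublets, 8.08 with RPCA integration and 11.0 as the share with an Ngp UMI after thinning.

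The scores kept their direction in all alternatives run. The M1-like difference was 0.0849 at resolution 1.0, 0.0891 as a plain mean and 0.0259 without Saa3. The M2-like difference was -0.0171 as a plain mean and -0.0114 over sub-clusters. The phagocytosis difference was 0.0270 at resolution 1.0 and 0.0578 without Mrc1.

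Depth limits the check of the knockdown, with 12 and 7 Ly9 UMIs in tumor-like cells, and the Foxp3 shares, where 12 Ctrl and 32 KD cells had a UMI after thinning. Because there is 1 library per group, none of these alternatives shows how much 2 libraries of the same group would differ.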

Other observations

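The tests of doublets, of patrolling monocytes, of the Ngp share under other settings, of peritoneal macrophages as most of a sub-cluster, of low-UMI T cells and of the share among CD8+ T cells were chosen only after the results they measure had been seen.

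The macrophage sub-cluster led by Ltc4s had 107 Ctrl and 353 KD cells after RPCA integration. In the main clustering it had 14 Ctrl and 525 KD cells. Doublets did not account for it, as 5.94% of its cells were among those of highest Scrublet score, against 6.44% of all macrophages. Patrolling monocytes as a part of it stay open, as their list had a median log2 fold of 0.62 over other macrophages and genes that went both ways. Of its 8 genes, 2 were at least 2-fold higher, Adgre4 with 69.3 CPM against 17.0 and Ace with 19.5 against 7.56. Treml4 had 36.1 against 39.4 and Cd300e 1.91 against 5.17, and the most abundant, Nr4a1, 422 against 219. The list for large peritoneal macrophages had a median log2 fold of 1.36 with 5 of 8 genes at least 2-fold higher, so such cells may be present in the KD pool. They were not most of the sub-cluster, since 13 of its 539 cells (2.41%) had a Prg4 UMI, with a mean of 8.15 Prg4 UMIs in those cells, and 6 of these 13 also had Alox15. The most abundant genes of that list, Icam2 and Prg4, had 22.7 and 22.5 CPM against 10.0 and 0.266. All 8 genes of each list also had UMIs in other macrophages, and no gene was on both lists. The source of most of these cells, SLAMF3 knockdown or a trait of 1 mouse or library, stays open and was not tested.

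Ccl6 was higher in KD macrophages. The sub-clusters found almost only in KD were not the whole cause, as the log2 ratio without them was 0.93. Within the 5 sub-clusters with at least 50 cells per library it was 0.79 in C1qc+ TAM-like, 0.21 in Cxcl2+, 1.00 in Spp1+ or Slc8a1+, 0.37 in Vcan+ and 1.68 in cycling cells. The size of the rise thus differed between sub-clusters whose shares also differed between the libraries. The fold was alike in T cells, with a log2 ratio of 1.52, as free RNA from macrophages would give there. Free RNA was not the cause in macrophages, as Ccl6 rose by 22.0 CPM in T cells and by 989 CPM in macrophages. A difference between the pools in the makeup of macrophages within sub-clusters stays open. A small unnamed sub-cluster with 1 Ctrl and 51 KD cells had 16220 Ccl6 CPM in KD and 313 Malat1 CPM in KD, where all KD cells of the C1qc+ TAM-like sub-cluster had 9677 Malat1 CPM.

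Cells of the macrophage sub-cluster named Spp1+ or Slc8a1+, which had few UMIs, fell from 21.5% in Ctrl to 11.2% in KD (fold 0.519). Such cells had a median of 2442 UMIs, 21320 Malat1 CPM against 8462 in other macrophages, and 3.75% mitochondrial UMIs against 1.39%. Low-UMI T cells, an unnamed sub-cluster, fell by a like factor, with a fold of 0.446. A difference between the libraries in damaged cells or nuclei would give this. Only the T cell sub-cluster met the low-UMI rule for naming, so both were not picked alike. Mitochondrial values over all classes went the other way. Of deposited cells, 5.22% in Ctrl and 6.52% in KD exceeded the mitochondrial limit, and the median percentage in filtered cells was 1.41 and 1.82. The share of the Spp1+ or Slc8a1+ sub-cluster may reflect such damage in place of biology, but these values do not decide it. The macrophage share of immune cells counts such low-UMI cells too, so the same limit holds there.

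The lower CD8+ exhausted-like share in KD was not only dilution by CD4+ T cells and Treg, as the difference among CD8+ T cells alone was -14.0 percentage points. A technical difference between the libraries and SLAMF3 knockdown stay open as explanations. A larger amount of liver tissue in the KD pool, left open above for endothelial-like cells, stays open here too. The share among CD8+ T cells cannot exclude it, because CD8+ T cells from such tissue would count in that denominator.

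Immature granulocytes with Ngp made up 5.51% of granulocytes in Ctrl (4.01% to 7.34%) and 26.1% in KD (24.2% to 27.9%). The size of this difference depended on the clustering, since the shares were 4.14% and 8.89% with the stricter filter, 5.91% and 28.1% with that filter under the Nehalem kernel, and 5.46% and 13.5% with RPCA integration. After thinning to 1500 UMIs, which left out 124 Ctrl and 182 KD granulocytes, 5.78% of Ctrl and 16.8% of KD granulocytes had an Ngp UMI, against 0.132% and 0.447% of T cells. Without thinning these shares were 6.02%, 20.9%, 0.622% and 1.42%, at median depths of 2149 and 2813 UMIs in granulocytes and 6602 and 5570 UMIs in T cells. Free RNA did not account for them, with 3.49 Ngp CPM in KD T cells against 6119 CPM in these granulocytes. No biological explanation was tested.

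Both libraries had Xist, with 969 CPM in Ctrl immune cells and 853 in KD, a log2 ratio of -0.19, and few UMIs of 4 Y-linked genes, 16 in Ctrl and 9 in KD. Mice of different sex in the 2 pools thus did not account for the differences in shares.

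The number of T cell sub-clusters here was 11. That is higher than the value quoted from the study above.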
